A study of Homo sapiens with 4 samples. Its data were reported in "Cytoplasmic m1A reader YTHDF3 inhibits trophoblast invasion by downregulation of m1A-methylated IGF1R" (2020).

How the data were processed

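YTHDF3 was mapped by iCLIP-seq in HTR8/SVneo cells in 2 normoxia and 2 hypoxia libraries, grouped by the sample titles. The submitters' processing notes name Bowtie without a version and the builds hg38 and mm9. The study describes mapping to hg38 with removal of PCR duplicates, and the lists were read as hg38. The peak caller, its threshold and the strand of peaks are not given in the sources used here. Peaks were called separately in each library, and the deposited lists give the chromosome, start, end, a score, a feature class and gene identifiers per peak. The score deposited by the authors is a whole number of at least 20 with no stated meaning, and it was used only to rank and filter peaks within a list. One entry, that of IGF1R in the first normoxia library, had no score. Read counts were not part of the lists, so no count model was used, depth per peak was unknown and intervals on shares of peaks cover counting error only.

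Of 366 genes with a peak, 362 were matched to a symbol in the RefSeq table of GRCh38 through the gene identifier or accession, and 4 identifiers were not. Start codon peaks were counted as coding. GENCODE 44 gave a second class per peak by any overlap, with coding sequence before UTR, noncoding exon and intron. Peaks were also sorted by sequence, a step chosen after the data were seen. A peak was called mitochondrial-like or rDNA-like when blastn 2.17.0 (word size 11, e-value 0.001) aligned at least 80% of it at 80% identity or more to the mitochondrial genome, or to RNA45SN1 or RNA5S1. Remaining peaks were multi-copy when the 29 nt at their centre occurred at least 2 times on the assembled chromosomes. Sequences were read with pysam 0.24.0 and samtools 1.23.1, and genomic copies counted with numba 0.67.0. Positions on chromosome 8 are not reported here.

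Before the data were examined, the following were fixed. Library values were compared by a two-sided exact permutation test over the 6 arrangements of the 4 libraries, with a threshold of 0.05. Overlap needed 1 bp, ignored strand, and was set against 100 random placements on the same chromosome. Genes were counted when present in both libraries of a condition. Peaks under 60 nt were extended to 60 nt for motif content, on both strands, and compared with windows shifted 500 nt to each side by Fisher's exact test, with Benjamini-Hochberg adjustment over 16 tests. Members of 9 gene lists (insulin and IGF signalling, VEGF signalling, matrix and invasion, hypoxia response, the methylation machinery, trophoblast, stromal and immune or blood cell markers, and the genes named by the study) were counted by the authors' gene assignment and compared with 1000 random placements on RefSeq gene bodies. Those one-sided p-values were adjusted over 36 tests. Intervals are Wilson 95% unless named exact.

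Genes were named by a rule. It took every gene the study centred on, up to 6 members of each list with a peak, up to 10 genes each in all 4 libraries, in normoxia only and in hypoxia only by mean score rank, the 5 top peaks of each library, and 3 genes per noncoding class. Alternatives were scores above the median of the list, no mitochondrial chromosome, merging within 50 nt, GENCODE classes, shares of covered nt, reciprocal 50% overlap, overlap within 100 nt, other windows and adapter word lengths of 7 and 10, random control windows, Fisher's exact test for lists, nearest genes for intergenic peaks, a replicate block, and leaving out each library. Added after the data were seen were the removal of the IGF1R entries, of repeat-class peaks, and of peaks with an adapter 8-mer, and a replicate block for the adapter share. On simulated lists of 500 peaks, 300 of 300 planted overlaps, 100 of 100 planted adapter 8-mers and 15 of 15 planted list genes were recovered. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.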

Results

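iCLIP-seq, in which proteins are crosslinked to RNA by ultraviolet light and the bound RNA is recovered with an antibody, was used to map YTHDF3 in HTR8/SVneo cells. HTR8/SVneo is an established line of human first-trimester extravillous trophoblast. YTHDF3 is a YTH domain protein that reads methylated adenosine in RNA. The 4 libraries were 2 from normoxia and 2 from hypoxia (2% O2 for 12 h), and the values were 1 list of peaks per library on hg38. Read counts were not part of the lists, so the depth behind each peak was unknown. The labels did not state whether replicates were separate cultures, so p-values measured only the spread between these samples, which may be technical. With 2 libraries against 2, 2 of the 6 arrangements are always as large as the most extreme one, and no exact permutation p under 0.333 was possible.

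The first comparison asked whether hypoxia altered how many sites were found. Normoxia libraries held 890 and 1077 peaks and hypoxia libraries 589 and 567, or 983.5 ± 132 and 578 ± 15.6 (mean ± SD, n = 2 each). The mean in hypoxia was 0.588 times that in normoxia, and the groups did not overlap (two-sided exact permutation p = 0.333). Most of the gap lay in nuclear sequence with several genomic copies other than rDNA-like and mitochondrial-like sequence, where libraries had 430 and 536 peaks in normoxia and 209 and 122 in hypoxia (means 483 and 165.5). At 49 to 50 Mb of chromosome 4 such peaks averaged 26 in normoxia and 1 in hypoxia. At 190 to 191 Mb of the same chromosome, which holds copies of DUX4, a homeobox gene of the early embryo lying in a repeat array, the means were 12 and 4.5. On chromosome 21 at 8 to 9 Mb, where peaks lay in and outside genes such as RNA28SN5, an rRNA gene, and the noncoding LOC100507412, they were 81.5 and 46.5. Peaks whose centre was unique in the genome numbered 240 and 326 in normoxia and 201 and 250 in hypoxia, so the groups overlapped there (0.797 times, exact permutation p = 0.667). Those of them without an 8-mer of the iCLIP L3 adapter numbered 173 and 253, and 121 and 136, with no overlap (0.603 times), and those with one 67 and 73, and 80 and 114 (exact permutation p = 0.333 for each). Peaks on mitochondrial RNA were 51 ± 4.24 and 43.5 ± 2.12, and rDNA-like peaks 86 ± 9.90 and 78.5 ± 6.36. These sequence classes and their division by adapter were chosen after the data were seen.

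Median peak width was 49.5 and 47 nt in normoxia and 56 and 42 nt in hypoxia, a difference of 0.75 nt between means (exact permutation p = 1) whose direction turned when a single library was left out. The score of each peak is the number headed peak ID in the authors' lists. Its meaning is unstated, and it was used only to rank peaks within a list. The highest scores fell on MT-RNR2, the large mitochondrial rRNA, in 3 of the 4 libraries. Its peak at positions 2920 to 3215 of the mitochondrial genome led both normoxia lists with scores of 1482 and 1301. In the second hypoxia library the leading peak, with a score of 2155, lay at chromosome 17:22524612-22524656 in MTRNR2L1, a nuclear copy of mitochondrial rRNA sequence.

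**Figure D1:**
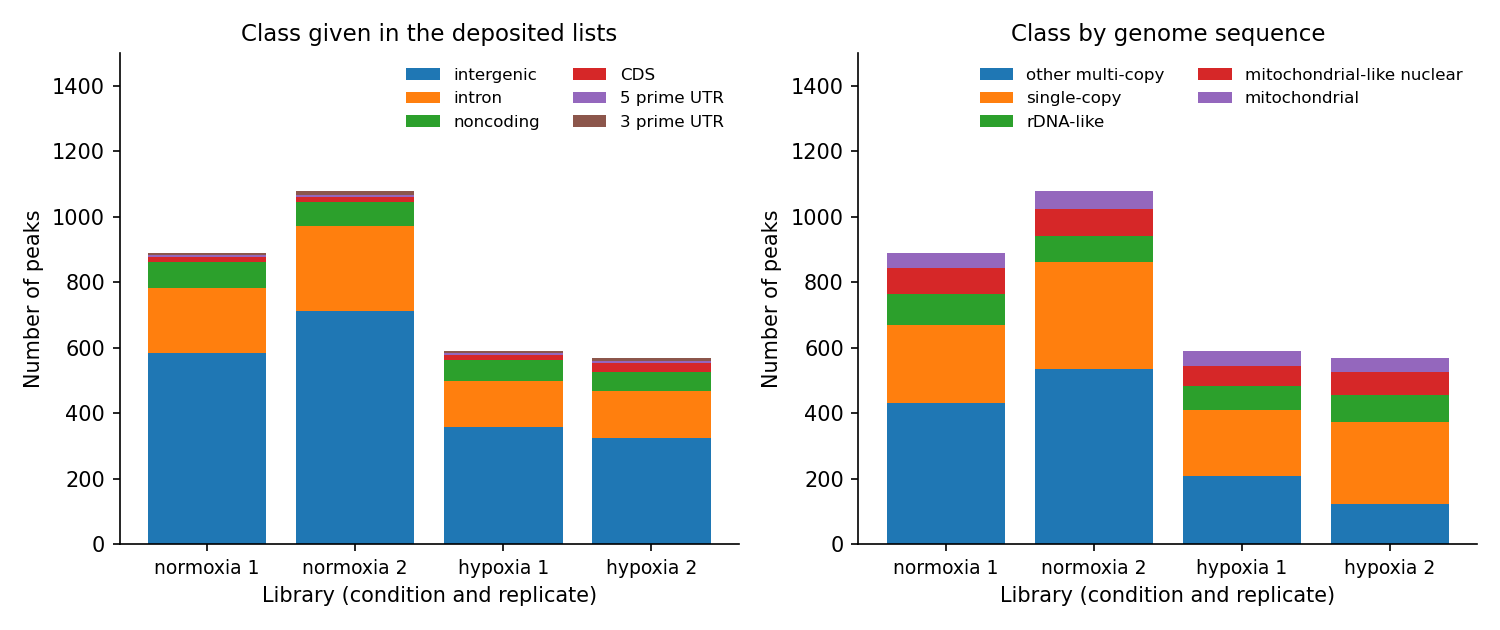
Number of peaks per library (vertical axis) for the 4 libraries (horizontal axis), stacked by the class given in the deposited lists (left) and by genome sequence (right). Other multi-copy peaks numbered 430 and 536 in normoxia and 209 and 122 in hypoxia, and single-copy peaks 240, 326, 201 and 250 in the same order.

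The feature classes asked where in genes and genome the peaks lay. Intergenic peaks made up 65.9% ± 0.348 of the normoxia lists and 58.9% ± 2.70 of the hypoxia lists (n = 2 each). Introns took 23.2% ± 1.19 and 24.5% ± 1.27, and noncoding RNAs, mainly rRNA, 7.92% ± 1.35 and 10.7% ± 0.445. Coding sequence and both UTRs together held 3.01% ± 0.189 of peaks in normoxia and 5.91% ± 1.87 in hypoxia. Shares depend on the list length, which was smaller in hypoxia. Coding and UTR peaks numbered 28 and 31 in normoxia and 27 and 41 in hypoxia. Noncoding peaks numbered 79 and 75 in normoxia and 65 and 59 in hypoxia, so their share rose while their number fell. The exact permutation p was 0.333 for intergenic, noncoding and exonic mRNA shares and 0.667 for introns. In the first normoxia library the intergenic share of 65.6% had a Wilson 95% interval of 62.4% to 68.7%, which covers counting error only. By GENCODE, intergenic means were 49.6% and 40.1% and coding means 5.16% and 8.93%, and the lists class as intergenic 37 and 40 of the mitochondrial peaks of the normoxia libraries. The direction of the difference was kept for intergenic, noncoding and exonic mRNA classes.

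The overlap of peaks asked how far the conditions shared their sites. Of the peaks in the first normoxia library, 85.7% met a peak of the second by at least 1 bp, and 67.3% the other way. In hypoxia the values were 69.1% and 75.3%. The mean over both directions was 74.4% within conditions (2 pairs) and 60.8% ± 4.18 between them (4 pairs), against 2.00% to 3.11% for peaks placed at random on the same chromosomes. Merged over the libraries, the peaks made 1364 regions, of which 321 were in all 4 libraries and 551 in 1. Regions in both normoxia libraries and no hypoxia library numbered 243, and those in both hypoxia libraries alone 48. Pairs are not independent, so no p was computed, and the smaller hypoxia lists lower the share of normoxia peaks that can be met. Without the first hypoxia library the gap of 13.5 points widened to 19.0.

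**Figure D2:**
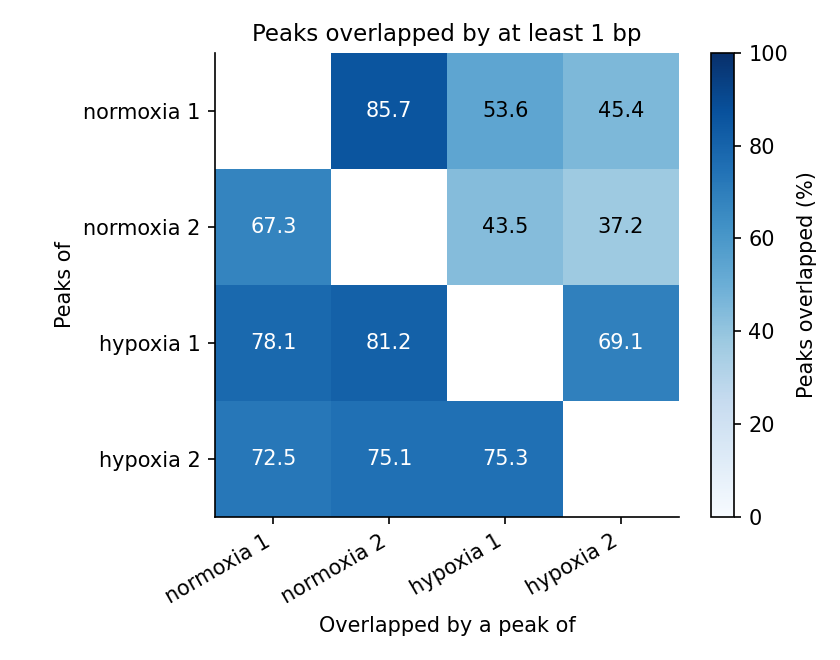
Percent of the peaks of each library (vertical axis) overlapped by at least 1 bp by a peak of another library (horizontal axis). Cells run from 37.2%, for the second normoxia library against the second hypoxia library, to 85.7% between the normoxia libraries.

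Genes with a peak in both libraries numbered 135 in normoxia and 113 in hypoxia, and 79 were shared. In all 4 libraries the highest ranks belonged to rRNA: MT-RNR2, MT-RNR1, the small mitochondrial rRNA, and the nuclear rRNA genes RNA28SN5, RNA28SN3, RNA28SN2, RNA45SN5 and RNA45SN2. RNA28SN5 alone had 30, 24, 23 and 20 peaks in normoxia 1, normoxia 2, hypoxia 1 and hypoxia 2. MTRNR2L1 and KIF5C, a neuronal kinesin, stood among them through mitochondrial-like sequence, the latter at chromosome 2:148881723-148881864 within an intron (coordinates here and for later genes are those of the first library that lists the peak). PDE6A, the rod photoreceptor phosphodiesterase, owed its place to 1 intronic peak per library at chromosome 5:149867214-149867244 that holds adapter-like sequence. Small noncoding RNAs in all 4 libraries were SNORD3C and SNORD3D, which act in rRNA processing, and RNVU1-7, a variant spliceosomal RNA. Among 38 lncRNA genes with a peak, 7 were in all 4 libraries, including LOC100507412, LINC01667 and LINC02453. Among the remaining noncoding classes, MIR3648-1 had a peak in 2 libraries, SNORA109 in both normoxia libraries, and RNU1-3 and RNU1-4 in 1 library each. The SNORA109 peak was mitochondrial-like, with scores of 20 and 21, where 20 is the lowest score of the lists. The RNU1-3 peak (first hypoxia library) and the RNU1-4 peak (first normoxia library) overlapped, so they mark the same site under different names. An identifier read as MIR3648-1 in the first hypoxia library stayed unmatched in the second, where it had an rDNA-like peak with a score of 163. The ribosomal protein gene RPLP1 and the histone pseudogene H2BP1 had 1 peak each, in the second normoxia library. The H2BP1 peak was multi-copy, in an intron, with a score of 20. Of 270 protein-coding genes with a peak, 236 had it only in introns and 34 in coding sequence or a UTR. Of the 79 shared genes, 36 had only peaks of the mitochondrial or repeated sequence classes and 28 only peaks with an adapter 8-mer.

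Genes limited to a condition were 31 for normoxia and 26 for hypoxia, 57 in all, against 8 and 11 for the other ways to divide the libraries into pairs, and no test of a single gene could pass 0.05. Leading normoxia-only genes were IGF1R, the insulin-like growth factor receptor, C1QTNF3, a secreted adipokine, PDZRN4, SGPL1, the sphingosine phosphate lyase, and RALGPS2, an exchange factor for Ral. The rank of IGF1R rests on the second normoxia library alone, since its entry had no score in the first. NT5DC1, HINT3, DPP10, KCNK13, a leak potassium channel, and RGS7, a regulator of G protein signalling, followed. HINT3 was bound in its 3′ UTR at chromosome 6:125979902-125979950 (scores 30 and 40), and apart from IGF1R the others in introns. C1QTNF3, SGPL1, RALGPS2 and NT5DC1 had multi-copy peaks, and that of PDZRN4 was mitochondrial-like. Hypoxia-only genes were led by RNA5-8SN4, ARHGDIA, an inhibitor of Rho GTPases, CFAP46, a ciliary protein, SEMA6D, a semaphorin, and MCRS1, a member of chromatin complexes. ST8SIA1, a sialyltransferase, C2CD4D-AS1, CCDC149, WWOX, an oxidoreductase, and PARD3B, a polarity protein, completed them. The RNA5-8SN4 peak was rDNA-like and overlapped normoxia peaks given to its copies RNA5-8SN1 and RNA5-8SN2, so the 5.8S rRNA itself was not limited to hypoxia. No other condition-only gene had a peak overlapped in the other condition. MCRS1 had a coding peak at chromosome 12:49559787-49559818 (scores 52 and 49) and ARHGDIA a 5′ UTR peak at chromosome 17:81871288-81871328 (110 and 164). The peaks of ARHGDIA, CFAP46 and ST8SIA1 held an adapter 8-mer, as did all peaks of 10 of the 26 hypoxia-only genes and of 0 of the 31 normoxia-only genes. In normoxia, 19 of the 31 genes had only peaks of the mitochondrial or repeated sequence classes, against 1 of 26 in hypoxia.

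Of the 11 genes on which the study centred, IGF1R, NFATC3 and YTHDF3 had a peak. IGF1R was listed in both normoxia libraries and in neither hypoxia library, at chromosome 15:98961518-98961529. The entry was the first in both lists and 11 nt wide, where the next narrowest peak was 29 nt, with no score in the first library and 95 in the second. Its class was given as 5′ UTR, and GENCODE places these bases in the 3′ UTR. No other peak lay in IGF1R in any library. Without the entry the normoxia lists held 889 and 1076 peaks. NFATC3, a transcription factor of calcineurin signalling, had a coding peak at chromosome 16:68191014-68191055 in the second normoxia library (score 25). ACTB, GAPDH, SOX18, MMP2, MMP9, ALKBH3, ALKBH5 and TRMT6 had none.

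The gene lists asked whether peaks gathered in pathways, insulin and VEGF signalling among them. Insulin and IGF signalling genes with a peak averaged 2.75 per library, against 2.08 for random placement (smallest adjusted p = 0.724, one-sided permutation of peak positions). The members were PDE3A, a cyclic nucleotide phosphodiesterase, through an rDNA-like intron peak in all 4 libraries, SHC2, an adaptor, PHKB, a phosphorylase kinase subunit, and IGF1R. The SHC2 peaks lay at different sites between libraries, with scores of 21, 21 and 20, and those of both normoxia libraries were multi-copy. Fisher's exact test against all annotated genes gave the same insulin and IGF members a smallest adjusted p of 0.00805. It makes no allowance for gene length and uses another background, and which of these matters was not tested. VEGF signalling averaged 0.5 against 1.21 by placement (0.782), with BAD, a promoter of apoptosis, and NFATC3 in the second normoxia library only. Matrix and invasion genes averaged 1.25 against 0.814 (0.665), from COL5A1, a collagen chain, in all 4 libraries and TIMP2, a metalloproteinase inhibitor, in 1. In each library the hypoxia response list had INSIG2, a regulator of sterol synthesis, the methylation machinery list YTHDF3, and the trophoblast list HLA-C, against 0.274, 0.328 and 0.233 members by placement (0.665 each). The INSIG2 peak and the COL5A1 peak found in all 4 libraries held an adapter 8-mer, while the HLA-C coding peak at chromosome 6:31271266-31271297 held none. Stromal and immune or blood cell markers had 0 members in every library, against 0.165 and 0.109 by placement. The 11 genes named by the study averaged 1.75 against 0.0958, and the second normoxia library passed (3 members, adjusted p = 0.0360 by permutation of peak positions, with the raw p at the smallest value 1000 placements can give, 0.001). No library passed without the IGF1R entries (smallest adjusted p over libraries = 0.360 by permutation of peak positions), without the mitochondrial chromosome (0.0719), or without the first or the second normoxia library (0.0539 and 0.108). None of the 11 genes is mitochondrial, and placement keeps the chromosome. Leaving out the mitochondrial chromosome or the first normoxia library therefore left the 3 members of the second normoxia library and their placement odds unchanged. The adjusted p-values of those settings differ through the random draws, near the smallest p possible, and the number of tests. Leaving out the second normoxia library removed the only one that passed. The study picked IGF1R partly from these libraries, and YTHDF3 is the mapped protein itself, so the list is not independent evidence.

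The motif comparison asked which sequences the peaks held. CGGAAGA was in 3.15% and 2.88% of normoxia peaks and 5.77% and 7.23% of hypoxia peaks, and GAACCGC in 3.37% and 2.60%, and 5.77% and 8.11%. In windows shifted by 500 nt, CGGAAGA was in 0.177% to 0.342% and GAACCGC in 0.890% to 1.45%. The largest adjusted p over both motifs and all libraries was 0.000349 by Fisher's exact test. The study named both motifs from these same peaks, so that p-value is not independent evidence of their enrichment. DRACH, the consensus around m6A, was in 88.0% to 92.0% of peaks and 88.9% to 90.3% of shifted windows, with a smallest adjusted p of 0.0738 by Fisher's exact test. Since most shifted windows hold so short and loose a sequence, its presence could hardly show an enrichment, and none is excluded. CGGAAGA is part of AGATCGGAAGAGCGGTTCAG, the L3 adapter of iCLIP protocols, and GAACCGC is part of its reverse complement. The paper's text does not name the adapter used for these libraries. Any 8-mer of that adapter was in 9.10% and 7.80% of normoxia peaks and 15.3% and 22.0% of hypoxia peaks, against 0.887% to 1.11% of shifted windows (largest adjusted p = 1.39e-22, Fisher's exact test). The adapter was tested because it holds both motifs on one or the other strand, so its enrichment is not independent of that choice. The difference between conditions was 10.2 points (n = 2 each, exact permutation p = 0.333). Adapter 8-mers were in 27.9% and 22.4% of single-copy peaks in normoxia and 39.8% and 45.6% in hypoxia, and in 0 mitochondrial peaks.

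**Figure D3:**
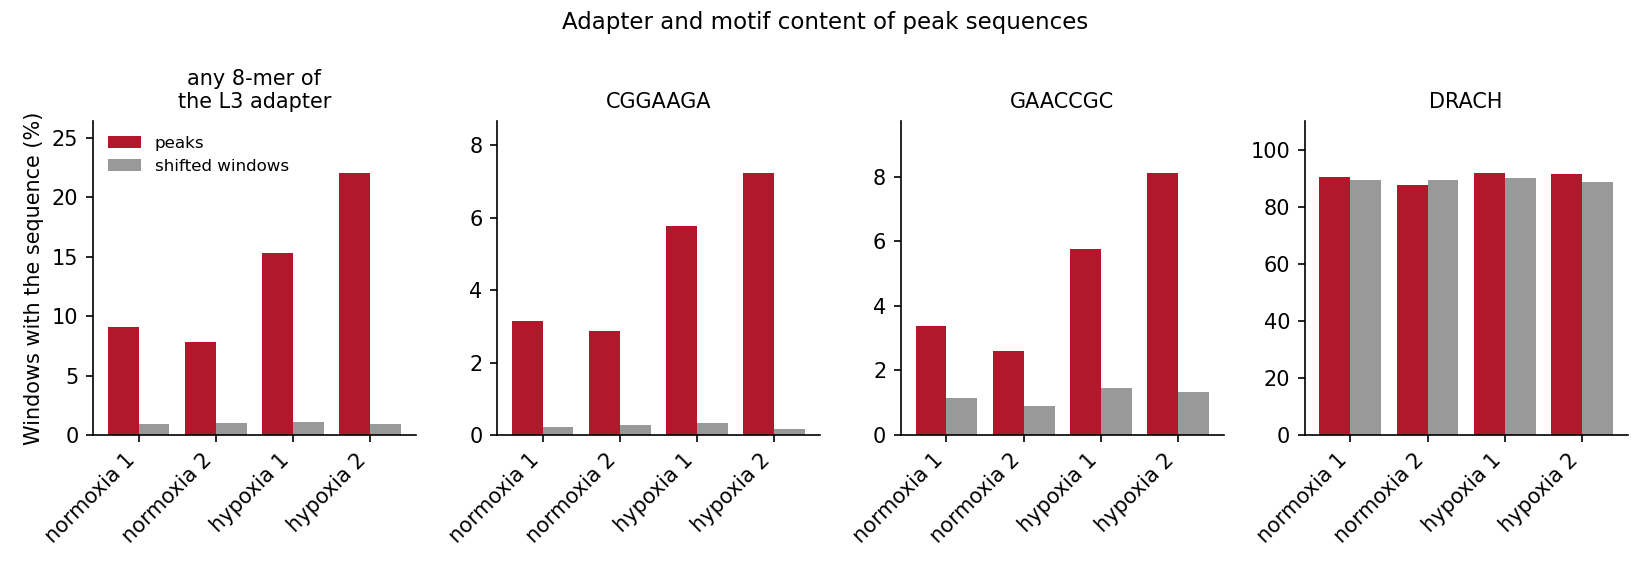
Percent of peak windows and of windows shifted by 500 nt (vertical axes, each panel on its own scale from 0) that hold an adapter 8-mer, CGGAAGA, GAACCGC or DRACH in each of the 4 libraries (horizontal axis). Adapter 8-mers were in 7.80% to 22.0% of peaks and 0.887% to 1.11% of shifted windows.

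YTHDF3 itself had 6 and 5 peaks in normoxia and 5 and 8 in hypoxia, the only gene of the methylation machinery list with any. They covered 82.6% and 89.4% of its coding sequence of 1755 nt in normoxia and 84.7% and 68.1% in hypoxia. None of the 257 nt of the 5′ UTR and none of the 3083 nt of the 3′ UTR lay under a peak. Exons 2 and 3, of 25 and 86 nt, were covered in full in every library, and peaks reached 55 to 64 nt into introns in sum. The highest score was at percentile 91.7 and 94.8 of the normoxia lists and 83.0 and 74.2 of the hypoxia lists. Percentiles from lists of different lengths cannot be compared between conditions.

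**Figure D4:**
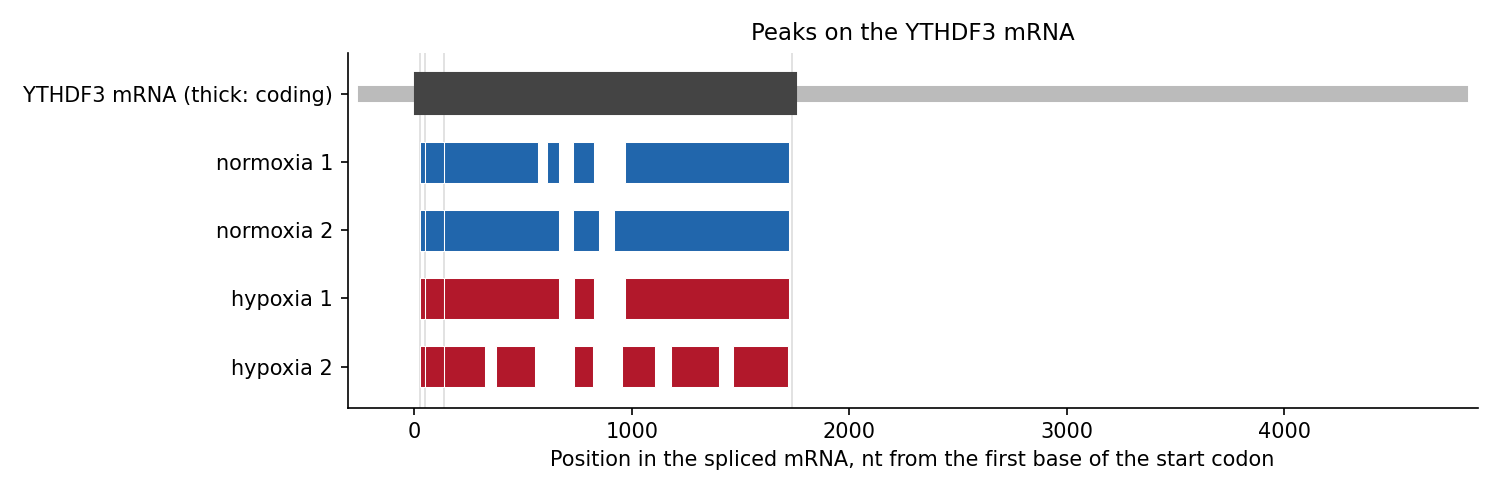
Peaks of the 4 libraries along the spliced YTHDF3 mRNA in nt from the first base of the start codon (horizontal axis), with the coding part thick, the UTRs thin and exon borders as grey lines. Peaks cover 68.1% to 89.4% of the coding sequence and stop within it on both sides.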

Values the study reported

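The study reported 62 M and 76 M clean reads (M, mega) from normoxia and 72 M and 40 M from hypoxia. It reported 889 and 1076 peaks in normoxia and 589 and 567 in hypoxia. Peaks were described as about 65% intergenic and about 23% intronic, with about 10% in noncoding RNAs and about 2% in coding sequence and both UTRs. The study reported 131 transcripts in normoxia and 112 in hypoxia, of which 76 were shared. It named CGGAAGA as the enriched motif in normoxia and GAACCGC in hypoxia.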

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

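The removal of IGF1R entries, of repeat-class peaks and of adapter peaks, and the replicate block for the adapter share, were tests chosen after the data were seen. Of 153 alternatives over 16 results, 131 kept direction and side of the threshold, or stayed within the spread or within 1.5 times for values without a test. Since no comparison of libraries could pass 0.05, keeping its side says nothing of stability. With a replicate block the peak difference was -405.5 (exact p = 0.5, the smallest that 4 sign patterns allow). For the adapter share it gave 10.2 points (exact p = 0.5). The block changed no call. Replicate differences in presence correlated by 0.00464 over regions. Of 1364 regions, 551 were in 1 library and 321 in all 4, and those differ between replicates in at most 1 condition. The value could thus hardly show whether libraries of the same replicate number were handled together, which stays open. The median width difference turned to -1.75 nt with scores above the list median, and ranged from -6.25 to 7.75 nt with 1 library left out. The intron difference turned to -0.0743 points as a share of covered nt. The noncoding difference was 2.80 points by peaks and 8.91 points by covered nt. The exonic mRNA difference of 2.90 points ranged from 1.57 to 4.22 points with 1 library left out. The overlap gap ranged from 9.81 to 19.0 points with 1 library left out. Shared genes were 42 with scores above the median, 131 when either library sufficed, 36 without repeat-class peaks and 49 without adapter peaks. Normoxia-only genes were 9 with scores above the median and 11 without repeat-class peaks, and 41 to 125 with 1 library left out. Hypoxia-only genes were 13 with scores above the median and 16 without adapter peaks, and 29 to 62 with 1 library left out. With 1 library left out the rule asks for presence, or for absence, in 1 library fewer, so those counts cannot fall. For the genes named by the study, no library passed without the mitochondrial chromosome (mean 1.75, smallest adjusted permutation p of peak positions over libraries = 0.0719), the IGF1R entries (1.25, 0.360), or the first or second normoxia library (1.67, 0.0539 and 1.33, 0.108). Means ranged from 1.33 to 2 with 1 library left out. Dropping the mitochondrial chromosome or the first normoxia library left the named genes with a peak in the second normoxia library unchanged. Only the draw of placements and, with fewer libraries, the number of tests differed. For the insulin list (mean 2.75) the smallest adjusted p over libraries passed with Fisher's exact test (0.00805). That test makes no allowance for gene length and uses all annotated genes as background. For that and the remaining changes the cause was not tested. Not run were required strand, which the lists lack, and nearest genes for shared and condition-only genes, which they do not name. No paired analysis was run for overlaps, genes, enrichment over control windows and lists, which were not compared between conditions by a test. The unknown depth behind each peak limits every comparison of peak numbers.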

Other observations

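Tests of the sequence next to the motifs, of the place of adapter 8-mers in peaks, of the YTHDF3 coding sequence, of repeated sequence with and without adapter peaks and of lower binding were chosen after the results were seen. Adapter content was compared with shifted windows as planned, with a bound set after the result was seen, and the test of peaks near the calling limit was written beforehand. The test of single-copy peaks without adapter met the bound first set for it, and the bound on replicate spread that it missed was added after its value was seen. The test of motif flanks was first made on both motifs combined and was split by motif after its value for GAACCGC had been seen.

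Single-copy peaks without an adapter 8-mer were counted apart from the rest. They numbered 173 and 253 in normoxia and 121 and 136 in hypoxia, or 19.4% and 23.5% of the normoxia lists and 20.5% and 24.0% of the hypoxia lists. Intergenic sequence still held 74.0% and 66.8% of them in normoxia and 61.2% and 51.5% in hypoxia. Coding sequence held 5.20% and 4.35%, and 9.09% and 14.0%. Of those 9, 11, 11 and 19 coding peaks, 6, 5, 5 and 8 lay in YTHDF3, and without that gene the shares were 1.80%, 2.42%, 5.17% and 8.59%. They named 37, 79, 43 and 59 genes in normoxia 1, normoxia 2, hypoxia 1 and hypoxia 2. Of the 79 genes found in all 4 libraries, 8 rested on such peaks alone, against 9 of the 31 normoxia-only and 14 of the 26 hypoxia-only genes.

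CGGAAGA and GAACCGC, the motifs named for normoxia and hypoxia, may reflect adapter sequence left on reads rather than a preference of YTHDF3. The share of peaks with an adapter 8-mer was at least 7.93 times that of shifted windows in every library. The adapter was chosen because it holds both motifs, so that excess is not independent of the choice. Of 330 peaks under 60 nt with an adapter 8-mer in 1 orientation only, 96.7% held it on the side of the midpoint where a read running into the adapter would have it. How near it lay to the peak end was not tested. The 330 were pooled over libraries (95.6% to 98.2% within each), so a site in several libraries counted more than once. CGGAAGA carried the adapter's next base on both sides in 79.9% of 134 occurrences in peaks (Wilson 95% interval 72.3% to 85.8%). In shifted windows it did so in 5 of 16. Occurrences were pooled over the 4 libraries, so a site in several libraries counted more than once and the interval is too narrow. For single-copy peaks the values were 100 of 122 and 0 of 1 in their shifted windows. For rDNA-like peaks they were 7 of 11 and 5 of 5. Most occurrences in peaks thus continued as the adapter does. Shifted windows of like sequence held too few to judge a preference for the 7 bases alone, which stays open. GAACCGC carried the adapter's next base on both sides in 42.0% of 138 occurrences in peaks, against 0 of 79 in shifted windows. The share was 53.8% in single-copy peaks and 0 of 23 in rDNA-like peaks. A preference for GAACCGC stays open for the remaining occurrences. Between conditions the share of peaks with an adapter 8-mer differed by 10.2 points (exact permutation p = 0.333), and whether hypoxia itself lies behind that was not tested and stays open.

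The YTHDF3 peaks in its own gene could come from a copy of the coding sequence without UTRs, such as cDNA or an expression construct, since 100% of the exon bases under them were coding in every library. Peaks spread along the whole mRNA by length are argued against. In every library 0 UTR bases lay under a peak, while UTRs make up 65.6% of the mRNA. The exact 95% upper bound of the share centred in a UTR was 36.9% in the library with most peaks. That bound is too low, since it takes 8 peaks of 1 transcript as independent. The library had most peaks but the least coding sequence covered (68.1%). Binding to the coding part of the endogenous mRNA alone was not tested and stays open. For its overexpression experiments the study made HTR8/SVneo cells that stably express YTHDF3 and transfected YTHDF3 plasmids. Whether the cells of these libraries carried such a construct is not given in the sources used here.

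The lower number of peaks in hypoxia could reflect loss of peaks near the calling limit. Normoxia peaks without a hypoxia overlap had median score percentiles of 25.6 and 32.2, against 69.6 and 74.4 for the others, but hypoxia peaks without a normoxia overlap were also low (22.1 and 24.3), so this is not specific to the drop. Repeated sequence as the whole source stays open, since single-copy peaks were at 0.797 times the normoxia mean with overlap, and those without an adapter 8-mer at 0.603 times, where the gap of 37 peaks between conditions was smaller than the 80 between normoxia libraries. Lower binding of YTHDF3 cannot be told apart from these with 4 libraries (exact permutation p = 0.333). Read totals quoted from the study placed the first hypoxia library between both normoxia libraries, so total reads alone do not order the libraries by peak number.

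Coding sequence and both UTRs held 3.01% of normoxia peaks and 5.91% of hypoxia peaks here. As shares of the bases under peaks the values were 3.50% and 3.20% in normoxia and 4.86% and 5.90% in hypoxia. These shares are higher than the value quoted from the study above. The study's figure legend describes bases under peaks within protein-coding genes, which is a different denominator from all peaks as used here. The quoted shares include intergenic peaks, which such a denominator would leave out, so the reason for the difference stays open. Without the IGF1R entry the normoxia lists held 889 and 1076 peaks. Those numbers, and the hypoxia lists as deposited, equal the peak numbers quoted from the study, so in each normoxia list the excess has the size of that entry.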
